# Abnormal migration behavior linked to Rac1 signaling contributes to primordial germ cell exhaustion in Fanconi anemia pathway-deficient *Fancg*^−/−^ embryos

**DOI:** 10.1093/hmg/ddab222

**Published:** 2021-08-09

**Authors:** Amandine Jarysta, Lydia Riou, Virginie Firlej, Clémentine Lapoujade, Thierry Kortulewski, Vilma Barroca, Anne-Sophie Gille, Florent Dumont, Sébastien Jacques, Franck Letourneur, Filippo Rosselli, Isabelle Allemand, Pierre Fouchet

## Abstract

Fanconi anemia (FA) is a rare human genetic disorder characterized by bone marrow failure, predisposition to cancer and developmental defects including hypogonadism. Reproductive defects leading to germ cell aplasia are the most consistent phenotypes seen in FA mouse models. We examined the role of the nuclear FA core complex gene *Fancg* in the development of primordial germ cells (PGCs), the embryonic precursors of adult gametes, during fetal development. PGC maintenance was severely impaired in *Fancg*^−/−^ embryos. We observed a defect in the number of PGCs starting at E9.5 and a strong attrition at E11.5 and E13.5. Remarkably, we observed a mosaic pattern reflecting a portion of testicular cords devoid of PGCs in E13.5 fetal gonads. Our *in vitro* and *in vivo* data highlight a potential role of *Fancg* in the proliferation and in the intrinsic cell motility abilities of PGCs. The random migratory process is abnormally activated in *Fancg*^−/−^ PGCs, altering the migration of cells. Increased cell death and PGC attrition observed in E11.5 *Fancg*^−/−^ embryos are features consistent with delayed migration of PGCs along the migratory pathway to the genital ridges. Moreover, we show that an inhibitor of RAC1 mitigates the abnormal migratory pattern observed in *Fancg*^−/−^ PGCs.

## Introduction

Fanconi anemia (FA) is a recessive disease characterized by congenital defects, progressive bone marrow (BM) failure and predisposition to cancer, including acute myeloid leukemia and squamous cell carcinoma. In total, 21 genes (*FANCA, FANCB, FANCC, FANCD1/BRCA2, FANCD2, FANCE, FANCF, FANCG/XRCC9, FANCI, FANCJ/BRIP1/BACH1, FANCL/PHF9/Pog, FANCM/Hef, FANCN/PALB2, FANCO/Rad51c, FANCP/SLX4, FANCQ/XPF, FANCR/RAD51, FANCS/BRCA1, FANCT/UBE2T*, *FANCU/XRCC2* and *FANCV/REV7*) along with FA Associated Proteins FAAP100, FAAP20 and FAAP24 have been identified to participate in the emergence of FA pathology (1). The FA pathway is involved in DNA replication, DNA repair and cell cycle checkpoints. In response to a stalled replication fork or to DNA damage, a group of eight proteins (FANCA, B, C, E, F, G, M and L) forms a nuclear core complex. Then, via the E3-ligase activity of FANCL, this complex mediates the mono-ubiquitination of a second group of proteins composed of FANCD2 and FANCI (the ID complex). Once mono-ubiquitinated, the ID complex is recruited to DNA repair foci and interacts with a third group of FANC proteins (FANCD1, FANCJ, FANCN, FANCP and FANCS) and other BRCA1-interacting proteins. The *FANCA, FANCC* and *FANCG* components of the core complex are responsible for nearly 90% of FA cases, and the loss of any core complex component impairs ubiquitination of the ID complex (1,2). FANCG/XRCC9 is a 65 kDa protein with at least seven protein–protein interaction tetratricopeptide repeat motifs (3).

Stem cells are responsible for the homeostasis of many tissues, whose pool is critically determined during embryonic life. The genomic integrity of stem cells is fundamental for the establishment of the stem cell pool, and some DNA repair abnormalities are linked to stem cell dysfunction (4). As FA is a DNA repair syndrome, the FA pathway is involved in neural and hematopoietic progenitor/stem cell failure during fetal and adult life (5–10). However, increased production of reactive oxygen species, abnormal activation of stress-activated protein kinase or TGFβ and enhanced sensitivity to endogenous aldehyde or cytokines such as tumor necrosis factor-alpha and interferon-gamma have also been reported to play a role in FA pathology (11–17).

Reproductive defects are the most consistent phenotypes seen in FA mouse models [*Fanca*^−/−^, *Fancb*^−/−^  *Fancc*^−/−^, *Fancd1, Fancd2*^−/−^, *Fance*^−/−^, *Fancg*^−/−^, *Fancj*^−/−^, *Fancl*^−/−^, *Fancm*^−/−^ and *Fancp*^−/−^ (18–22)]. In males, the size of the spermatogonial stem cell (SSCs) pool in adults results from a complex ontogenic process that begins during the embryonic period with the emergence and amplification of SSC precursors, the primordial germ cells [PGCs; (23)]. PGCs first emerge at the base of the incipient allantois at ~E6.5, then migrate toward the urogenital ridge along the epithelia of the hindgut and the mesentery between E8.5 and E10.5, and finally colonize the genital ridges at E11.5. Next, PGCs proliferate and differentiate in the primitive gonad according to sex-specific paths where germ cells in XX gonads enter the prophase of meiosis at E14.5, whereas those in XY gonads arrest in mitosis (24). Although *Fanca*, *Fancc*, *Fancj, Fancl*, *Fancm*, *Fancp* and *Fancv* genes have been shown to affect the number of PGCs in mouse embryos (20–22,25–28), the mechanisms responsible for the progressive depletion of germinal cells remain poorly understood. Several lines of evidence also suggest roles of *Fanca*, *Fancb, Fancd2, Fancj* and *Fancp* in male meiosis in adult testis (21,22,26,29,30).

Here, we showed that deletion of the gene *Fancg,* a member of the FA core complex, impairs the maintenance of PGCs during fetal development. We found that loss of *Fancg* resulted in a defect in the number of PGCs starting at E9.5 and a strong attrition at E11.5 and E13.5, along with a mosaic pattern of testicular cords in E13.5 fetal gonads with cords devoid of PGCs. Our data highlight a potential role of *Fancg* during the migration of PGCs from E8.5 to E11.5, allowing them to reach and aggregate in the genital ridges. PGC attrition in E11.5 *Fancg*^−/−^ embryos is consistent with delayed PGC migration, owing to an aberrant migrative behavior that could be modulated by an inhibitor of Rac1. Hence, we hypothesize that the progressive decrease in PGCs all along the migratory path up to E11.5 is linked both to an intrinsic proliferation defect of *Fancg*^−/−^ PGCs and to the combination of perturbed migration and subsequent cell death in delayed PGCs at E11.5.

## Results

### PGCs are substantially reduced in Fancg mutant mice

Histological analysis (Fig. 1A) revealed that, compared with the testes of wild-type (WT) controls, the testis of *Fancg*^−/−^ mice appeared atrophic with germ cell aplasia and displayed a mosaic pattern of seminiferous tubules consisting of tubules exhibiting normal spermatogenesis and agametic Sertoli-cell-only (SCO) tubules, as previously reported (31). Deficient prenatal germ cell development and PGC attrition were previously described in other Fanconi mouse models (19). We aimed to investigate the development of PGCs in *Fancg*^−/−^ mice, presuming a defect in the fetal germ cell lineage. For this purpose, *Fancg*^+/−^ mice were backcrossed with a transgenic OG2 mouse in which enhanced green fluorescent protein (EGFP) is controlled by the distal enhancer of the *Oct3/4* promoter to identify the embryonic stage at which germ cell depletion begins (32). This model allows PGCs to be tracked starting around E8.5 after their specification in the embryo and to follow PGC migration along the epithelia of the hindgut, PGC colonization of genital ridges at E11.5 and PGC proliferation and differentiation in the primitive gonads at least up to E14.5. First, we analyzed PGCs from *Fancg* mutant embryos at E9.5, E10.5, E11.5 and E13.5 using flow cytometry (Fig. 1B). The population of PGCs was substantially diminished in the bipotential gonads at E11.5 and in the developing fetal testis (Fig. 1C) and ovaries (Supplementary Material, Fig. S1A) at E13.5. The decay of PGCs at E11.5 and E13.5 was confirmed by histological analysis in an FVB background *Fancg*^−/−^ mice using germinal specific MVH marker (Supplementary Material, Fig. S1B and C). To refine the characterization of the defects in PGC development at E9.5 and E10.5, confocal analysis of embryos was performed to detect PGCs using anti-EGFP antibody after clearing and transparization of tissue by the 3DISCO protocol (Fig. 1D). This method enables entire embryos to be imaged without sectioning and a 3D tissue reconstruction. With this technique, we showed that the defect in the number of PGCs started at E9.5 and that the number of PGCs was severely affected when they began to migrate bilaterally to the gonads at E10.5 (Fig. 1E).

**Figure 1:**
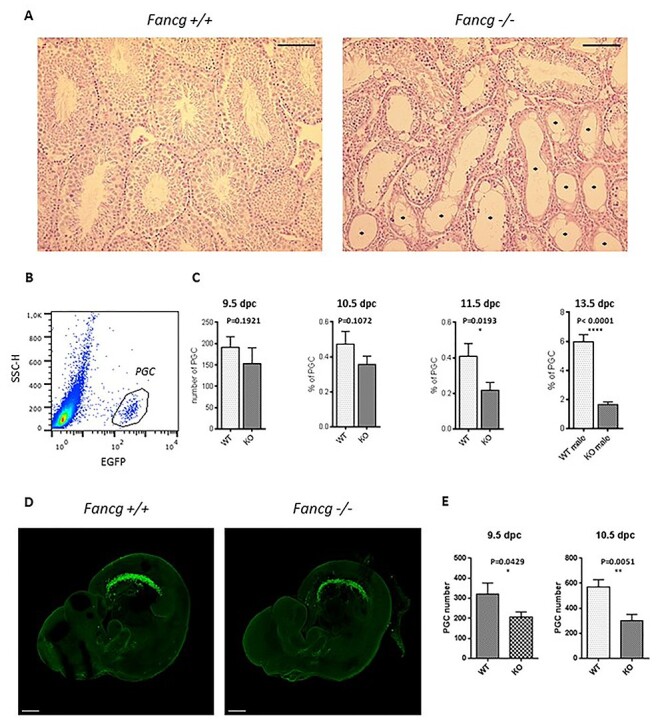
*Fancg*  ^−/−^ mice exhibit loss of germinal cells in embryos and adult testis. (**A**) Hematoxylin–eosin-stained histological sections of testes of adult 3-month-old *Fancg^+/+^* and *Fancg*^−/−^ mice. *Fancg*^−/−^ testis showed germinal aplasia with SCO tubules (^*^) (scale = 100 μm). (**B**) EGFP-positive PGC identification in E13.5 *OG2:Fancg^+/+^* embryos using flow cytometry. (**C**) Quantification of the absolute number of PGCs per embryo using Trucount microbeads at E9.5 dpc wild-type (WT) *n* = 21, knockout (KO) *n* = 10), of the frequency of PGCs per embryo at E10.5 (WT *n* = 17, KO *n* = 15), and of the frequency of PGCs per gonads at E11.5 (WT *n* = 12, KO *n* = 11) and E13.5 (WT *n* = 8, KO *n* = 9). (**D**) Confocal microscopy analysis of E10.5 cleared embryos using an antibody against EGFP to identify PGCs (scale = 300 μm). (**E**) Automated cell counting of PGCs per embryo using Imaris software at E9.5 (WT *n* = 4, KO *n* = 5) and E10.5 (WT *n* = 4, KO *n* = 5).

### Proliferation of PGCs is decreased in Fancg ^−/−^ embryos, and mutant PGCs show increased cell death

Owing to the proliferating state of PGCs and the role FA pathway in the S and G2/M phase of the cell cycle, we investigated whether the decay in the number of PGCs in *Fancg*-deficient mice could result from altered PGC proliferation. The decay in the number of PGCs in *Fancg*-deficient mice could result from altered PGC proliferation. Indeed, PGCs rapidly proliferate during all stages of migration and after colonization of the gonads, and the FA pathway is known to play a role in the S and G2/M phases of the cell cycle. A BrdU incorporation assay was performed by flow cytometry of PGCs from male littermate embryos at E10.5 and E11.5 (Fig. 2A). After 2 h of BrdU incorporation, a small decrease in the percentage of BrdU-positive PGCs was observed in *Fancg*^−/−^ embryos at E10.5 and E11.5 compared with WT embryos, indicating a mild defect of the proliferation rate (Fig. 2B). However, we did not observe any G2/M blockade in *Fancg*^−/−^ PGCs (Fig. 2C), nor any changes in the proportion of PGCs positive for the mitotic cell marker phospho-histone H3 [PHH3; Fig. 2D and Supplementary Material, Fig. S2]. Hence, *Fancg* deficiency appears to affect entry into and progression of the S phase of PGCs.

**Figure 2:**
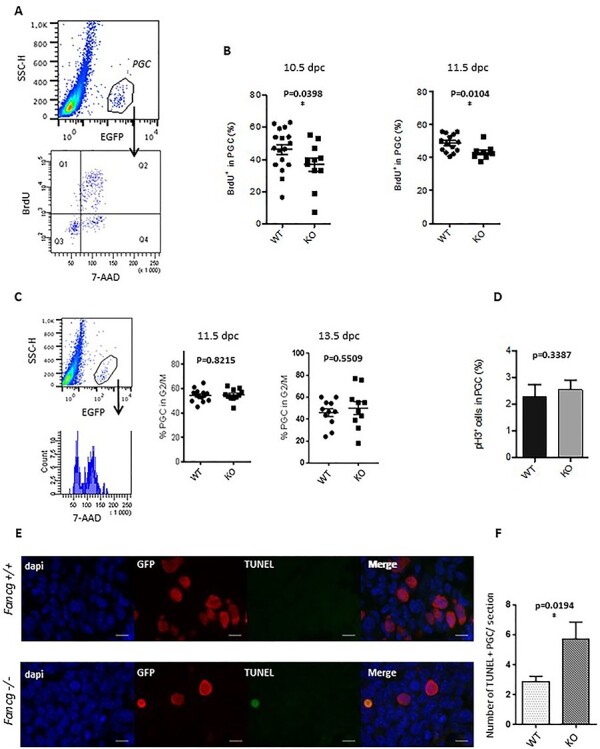
Decreased proliferation rate and increased cell death of PGCs in *Fancg*^−/−^ embryos at E11.5. (**A**) Identification of the proliferative BrdU-positive cell fraction (Q1 and Q2) in the EGFP-positive PGC population from E11.5 WT embryos. (**B**) Quantification of the proliferative fraction of PGCs at E10.5 (WT *n* = 17, KO = 11) and E11.5 (WT *n* = 14, KO = 15) in *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ embryos. (**C**) DNA content analysis (7-AAD) of the EGFP-positive PGC population at E11.5 (WT *n* = 5, KO *n* = 4) and E13.5 (WT *n* = 11, KO *n* = 10). (**D**) Frequency of mitotic PHH3-positive PGCs counted from histological sections of testes in E13.5 *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ embryos (WT *n* = 3, KO *n* = 3). (**E**) Detection of cell death by TUNEL assays in histological sections of E11.5 *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ embryos. Nuclei counterstained by DAPI (blue), PGCs labeled with an antibody against EGFP (red) and the TUNEL-positive signal (green) are shown (scale = 10 μm). (**F**) Quantification of the number of TUNEL-positive dying cells per section at E11.5 (WT *n* = 6, KO *n* = 6).

To assess whether cell death contributes to the decrease of PGC numbers, fluorescent TUNEL analysis was realized in E11.5 embryos to detect dead cells. A significant increase in TUNEL-positive PGCs was detected in E11.5 *Fancg*^−/−^ embryonic gonads compared with littermate controls (Fig. 2E and F). Thus, the TUNEL analysis confirmed that cell death accounts for the dramatic loss of germ cells observed in *Fancg*^−/−^ embryos. Taken together, these observations suggested that defects in both PGC proliferation and survival during PGC development account for germ cell depletion in *Fancg*^−/−^ mice.

### The heterogeneous phenotype of testicular cords at E13.5 suggests a defect of genital ridge colonization by PGCs at E11.5

We observed no gross differences in testicular cord formation between WT and knockout (KO) male fetal gonads. The number of cords in fetal testis was relatively similar in E13.5 WT and *Fancg*^−/−^ littermate embryos (Fig. 3A and B). In addition, the distributions of fetal anti-müllerian hormone (AMH)-positive Sertoli cells and 3βHSD Leydig cells appeared grossly similar between controls and *Fancg* mutants at E13.5 (Fig. 3A and Supplementary Material, Fig. S3), and thus, *Fancg* deficiency does not appear to alter testicular cord formation. However, we observed a mosaic pattern with a strong increase in the number of testicular cords devoid of PGCs in E13.5 testis (Fig. 3A and C). Approximately 40% of cords contained <4 PGCs in *Fancg* KO mice compared with <10% of cords in WT mice (Fig. 3D). The simultaneous observation of cords full of PGCs and cords devoid of PGCs at E13.5 appears incompatible with the global mild defect of proliferation observed in *Fancg* KO PGCs as the primary cause of PGC attrition. Indeed, a global proliferation deficiency would logically result in a homogenous decrease in the number of PGCs per cords. Hence, this mosaic pattern of testicular cords seems also to be linked to a primary defect of PGCs preventing them from successfully colonizing the genital ridges at E11.5 and resulting in poor clustering of PGCs coalescing with somatic cells to initiate germ cell expansion in developing cords. Thus, this mosaic pattern observed at E13.5 suggests that the defect in mutant mice is linked to an impairment in the first phase of PGC development (up to E11.5) during which PGCs migrate and proliferate.

**Figure 3:**
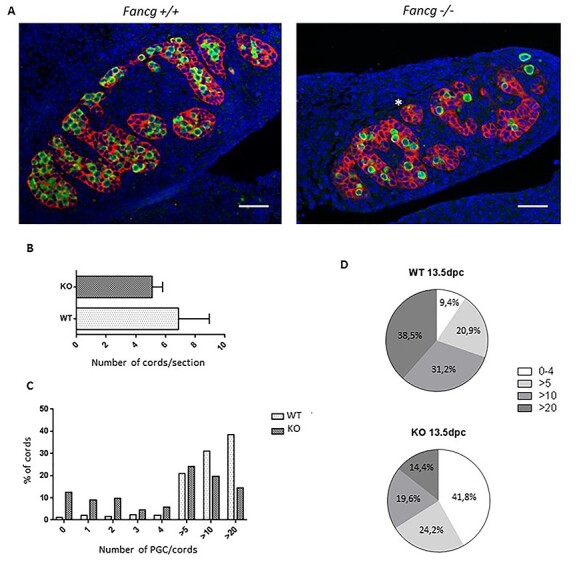
E13.5 testis show a mosaic pattern of testicular cords containing PGCs and cords devoid of PGCs. (**A**) Histological sections of E13.5 *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ male embryos. PGCs are labeled with an antibody against EGFP (green), Sertoli cells are labeled with an antibody against AMH (red) and nucleus are stained with DAPI [blue; (scale = 50 μm)]. (**B**) Number of testicular cords per histological section in *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ E13.5 embryos (WT *n* = 3, KO *n* = 3). (**C**) Repartition of testicular cords (WT *n* = 5, KO *n* = 5) as a function of the number of PGCs contained in each cord in E13.5 testis. (**D**) Pie chart summarizing the distribution of cords in E13.5 *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ testis observed in (C).

### Fancg ^−/−^ PGCs show abnormal migration properties

The germinal defects observed in *Fancg*^−/−^ embryos occurred during a stage of intense migration of PGCs. As we observed an increased number of apoptotic PGCs at E11.5 in mutant mice and given that the fate of PGCs failing to reach the gonads is death (33), we investigated the migration behaviors of PGCs. We developed *in vitro* assays to study the migration competence of PGCs. Directional migration allows cells to rapidly move between points, whereas random migration allows cells to explore their local environment. Both the speed and the directionality of cell motility regulate migration. Cells migrating more randomly are characterized by decreased directional migration. Using a feeder 2D substrate system in which PGCs were sorted from a pool of E10.5 embryos by flow cytometry and seeded on inactivated mouse embryo fibroblasts (MEFs; nearly 300 PGCs/well), the random migration of PGCs was analyzed by time lapse video microscopy to capture the motility responses of individual PGCs (Fig. 4A and B, and Supplementary Material, video 1). Cell speed and mean square displacement (MSD) are migration parameters calculated from the cell tracking data. MSD is related to the territory explored by a cell (34). An elevated cell speed (Fig. 4C) and a higher MSD (Fig. 4D) illustrated that WT PGCs explored a larger territory in the presence of cytokines and growth factors than in control conditions. It was expected as kit ligand (KITL), stromal-derived factor 1 (SDF-1), leukemia inhibitory factor (LIF) and bone morphogenetic protein 4 (BMP4) factors are known to stimulate PGC maintenance and migratory competence (35,36). Increased exploration was mainly because of higher cell speed rather than increased directional persistence, displayed as the ratio of the distance between two points to the distance of the actual trajectory (directionality ratio) or as the direction autocorrelation function (Supplementary Material, Fig. S4A and A′). First, these data on WT PGCs in the presence of factors known to stimulate their migratory competence validated our analytical approach. In basal medium conditions, *Fancg*^−/−^ PGCs explored a wider territory than WT PGCs, as shown by cell tracks (Fig. 4B), owing to increased cell speed (Fig. 4C) but not to directional persistence (Supplementary Material, Fig. S4A and A′). Indeed, the speed of *Fancg*^−/−^ PGCs in basal conditions was comparable with the speed of stimulated WT PGCs in the presence of factors (Fig. 4C), and the MSD of *Fancg*^−/−^ PGCs was highly increased (Fig. 4D, *P* = 0.0005). Moreover, *Fancg*^−/−^ PGCs did not respond to the stimuli by KITL, SDF-1, LIF or BMP4, as cell speed did not vary after stimulation (Fig. 4C). Likewise, the MSD of *Fancg*^−/−^ PGCs did not respond normally when stimulated by these factors (Fig. 4D, *P* = 0.1854). This result suggests an abnormal activation of the random migratory process in *Fancg*^−/−^ PGCs, altering the migration of cells in response to varied extracellular stimuli.

**Figure 4:**
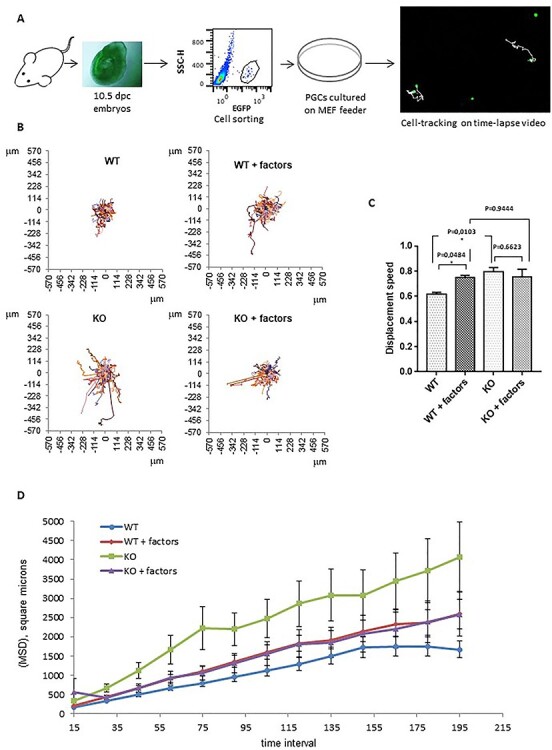
E10.5 *OG2:Fancg*^−/−^ PGCs display *in vitro* abnormal migration behavior. (**A**) Summary of the *in vitro* migration assay of sorted PGCs from E10.5 embryos tracked by EGFP fluorescence (acquisition over 7.5 h, every 15 min). (**B**) Movements of *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ PGCs without and with migration factors (KITL, SDF-1, BMP4 and LIF) shown from the same origin point. (**C**) Average speed and (**D**) MSD of the *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ PGCs with or without the addition of factors to the medium (WT vs WT + factors, *P* = 0.0027; WT vs KO, *P* = 0.0005).

Next, we analyzed *in vivo* the motility of PGCs in E9.5 *Fancg*^−/−^ and WT embryos. Using confocal microscopy, time lapse movies of germ cell movements were captured on whole living embryos cultured in basal medium (Fig. 5A). Individual PGCs were tracked over periods of 8–12 h every 15 min (Supplementary Material, video 2). The tracks of the PGCs supported the findings observed *in vitro* (Fig. 5B and Supplementary Material, Fig. S4B and B′), confirming that *Fancg*^−/−^ PGCs explored a larger territory than WT PGCs and displayed an increased motility *in vivo*, as revealed by cell speed and MSD (Fig. 5C and D).

**Figure 5:**
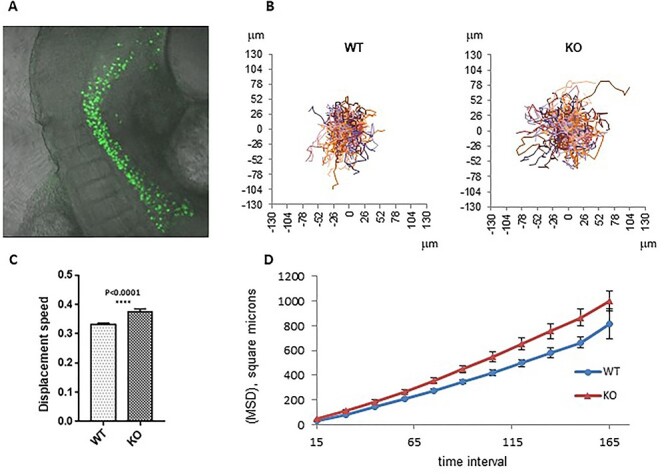
*OG2:Fancg*  ^−/−^ PGCs also exhibited increased cell speed and mean square displacement (MSD) in *ex vivo* E9.5 embryo culture. (**A**) *Ex vivo* migration assay of PGCs. E9.5 embryos were cultured and filmed for 8–12 h, EGFP fluorescence and diffusion light frames were captured every 15 min. (**B**) Movement of *OG2:Fancg*^−/−^ and *OG2:Fancg^+/+^* PGCs shown from the same origin point. (**C**) Average cell speed and (**D**) MSD of tracked PGCs from *ex vivo* culture of E9.5 *OG2:Fancg^+/+^* and *OG2:Fancg*^−/−^ embryos (*P* < 0.005).

We hypothesized that this abnormally activated random migratory state of *Fancg*^−/−^ PGCs could alter their normal migratory path toward the genital ridges and, therefore, decrease the number of PGCs reaching the gonads at E11.5. Thus, we analyzed E10.5 embryos by confocal microscopy and used somites as morphological landmarks (Fig. 6A). First, the presence of ectopic PGCs did not apparently grossly change in the mutant embryos compared with WT littermates, suggesting that mutation of *Fancg* did not perturb the guided migration to gonads (Fig. 1D). Next, we counted the proportion of PGCs located in the head and tail of the population of migrating PGCs with somite 8 as the boundary line (Fig. 6A). A delay in the migration process should lead to an abnormal proportion of PGCs in the tail of the population. Though the difference was not statistically significant, we observed a slight increase in the proportion of PGCs in the tail in *Fancg*^−/−^ embryos compared with WT embryos mirrored by a decrease in the frequency of *Fancg*^−/−^ PGCs in the front of the migrating wave (Fig. 6B). Remarkably, we observed a decrease in the absolute number of PGCs in the head of the population at the front of the migrating wave in *Fancg*^−/−^ E10.5 embryos, which confirmed a delay in the progression of PGCs to the genital ridges (Fig. 6C). Hence, PGCs attrition in E11.5 embryos may be linked to a loss of PGCs all along the migratory path up to E11.5, likely owing to perturbed random migration and apoptosis in delayed PGCs that did not reach the gonadal ridges at E11.5.

**Figure 6:**
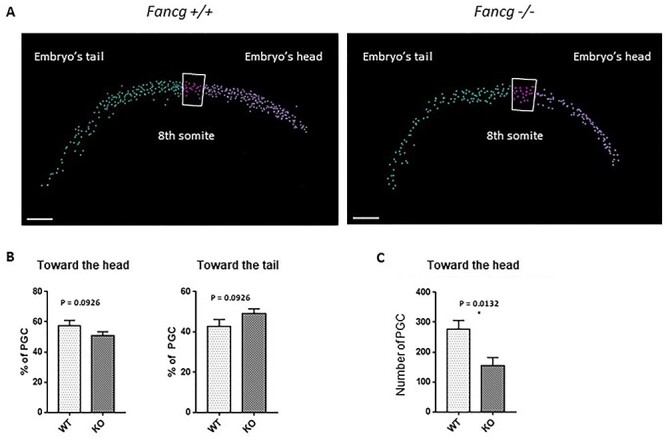
A decreased number of PGCs was found at the front of the migrating wave in E10.5 *OG2:Fancg*^−/−^ embryos. (**A**) Automated cell counting of PGCs using Imaris for confocal microcopy analysis of WT E10.5 cleared embryos using an antibody against EGFP to identify PGCs; the division between the ‘head’ area and the ‘tail’ area was made at the 8th somite (scale = 100 μm). (**B**) Ratios of PGCs found in the head and tail areas over the total number of PGCs in *OG2:Fancg*^−/−^ and *OG2:Fancg^+/+^* embryos (WT *n* = 6, KO *n* = 5). (**C**) Absolute number of PGCs found in the head area in E10.5 *OG2:Fancg*^−/−^ and *OG2:Fancg^+/+^* embryos (WT *n* = 6, KO *n* = 5).

### Abnormal Rac1 activity seems to be involved in the altered migration pattern of Fancg^−/−^ PGCs

Recently, abnormal activity of RAC1 GTPase was reported in FA-deficient head and neck cancer cells and was associated with increased migration and invasive properties (37). RAC1 is involved in the random pattern of migration and cell motility (38). The expression of *Rac1* mRNA was detected in sorted E10.5 PGCs from WT embryos, and we observed an increase of *Rac1* mRNA in PGCs from *Fancg*^−/−^ PGCs when compared with WT PGCs (Supplementary Material, Fig. S5A). In urogenital ridges of E10.5 WT embryos, RAC1 protein was expressed in PGCs, but not in surrounding somatic cells (Fig. 7A). RAC1 was localized in the cytoplasm but also in the nuclei (Fig. 7A and Supplementary Material, Fig. S5B) with a discrete nuclear foci appearance in some PGCs (Fig. 7B). However, we did not observe any difference in the pattern of expression of RAC1 between E10.5 *Fancg*^−/−^ and WT embryos by immunofluorescence (Fig. 7B and C). We performed transcriptomic analysis on sorted PGCs from E13.5 *Fancg*^−/−^ and WT embryos (Supplementary Material, Fig. S6). 

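Primordial germ cells expressing the OG2 reporter, in which EGFP is driven by the distal enhancer of *Oct3/4*, were sorted from E13.5 male embryos and profiled on Affymetrix Mouse Gene 2.0 ST arrays. There were 3 WT samples and 3 samples labelled *Fancg*-/-, each of 10000 PGCs pooled from at least 5 embryos. The authors deposited RMA-normalized log2 values with 1 row per Entrez gene, and Partek is the software named in the submitters' processing notes. Of these rows, 23837 could be named and were tested, and 642 without a name were left out. The median log2 value per sample lay between 4.68 and 4.75, and the correlation between any pair of samples lay between 0.989 and 0.994, so that no sample was a copy of another. Each gene was fitted with limma as *Fancg*-/- minus WT without a block, with Benjamini-Hochberg adjustment over all named genes, and a gene was called at an adjusted p under 0.05. Arrays have no read depth, and the number of arrays limits the precision. An exact two-sided permutation test of 3 samples against 3 cannot give a p below 0.1. Sets of genes were tested with camera at a preset correlation between genes of 0.01, on 25 lists fixed beforehand, after Tables S1 and S2 had been read, and adjusted over the lists. With an estimated correlation none of the lists passed, the smallest adjusted p being 0.078.

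The targeted gene itself, *Fancg*, had a log2 value of 6.13 ± 0.22 (SD, n = 3) in WT samples and 6.63 ± 0.24 (SD, n = 3) in samples labelled *Fancg*-/-. This is a log2 fold change of 0.51 (standard error 0.16, adjusted p = 0.27 from limma), with 6.07, 5.95 and 6.37 in the 3 WT samples and 6.38, 6.65 and 6.87 in the 3 labelled samples. The mutant allele carries a *Pgk-hygromycin* cassette, and where the probes lie relative to the deleted part of the gene is not given in the sources used here, so this value does not check the labels. The samples are therefore called samples labelled *Fancg*-/-, and each direction rests on these labels. The direction of the deposited values is that of Tables S1 and S2, where all 130 and 151 listed folds had the same sign. The paper's other measures, made at earlier stages and not on these samples, gave a lower share of BrdU-positive PGCs (Fig. 2B) and more TUNEL-positive PGCs (Fig. 2F) in *Fancg*-/- embryos, which does not settle the labels. The quantitative RT-PCR of the Supplementary Material was not used here. Of 24 Fanconi anemia pathway genes, none was called over all genes. Adjusted over the list alone, *Fancc*, another core complex member, was lower (log2 fold change -0.47, standard error 0.09) and no other member passed.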

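The 2 lowest folds in samples labelled *Fancg*-/- were those of enzymes of steroid synthesis. *Cyp17a1*, which makes androgen precursors, had a log2 value of 7.25 ± 0.40 (SD, n = 3) in WT samples and 4.91 ± 0.72 (SD, n = 3) in labelled samples, a log2 difference of -2.34 (standard error 0.35) that did not pass the adjustment over all genes (adjusted p = 0.14 from limma). *Cyp11a1*, the side-chain cleavage enzyme, differed by -2.24 (standard error 0.28) and *Hsd3b1* by -1.55 (standard error 0.20). The LH receptor gene *Lhcgr* differed by -1.24 and the cholesterol transporter gene *Star* by -1.17, each with an adjusted p of 0.11 from limma. Primers for these 5 genes are listed in Table S3, as are those for *Mapk6*, which had a log2 fold change of -0.048 (adjusted p = 0.89 from limma), or 0.029 without WT replicate 1. Of 17 fetal Leydig cell markers, 6 were lower and none was higher when adjusted over the list alone (camera, adjusted p = 1.3e-06, or adjusted p = 0.10 with an estimated correlation). The 5 genes had been read in Table S2 before the list was written, so that this count is not independent evidence of direction. The other 12 markers had a mean of -0.14 and did not pass as a set (camera, adjusted p = 0.119, or adjusted p = 0.45 with an estimated correlation). The interstitial and stromal markers were lower (11 of 22 adjusted over the list alone, camera adjusted p = 1.8e-09, or adjusted p = 0.30 with an estimated correlation), a call that fry did not give (adjusted p = 0.139). The Sertoli cell markers had a median of -0.37 with none passing over the list alone (camera, adjusted p = 1.5e-05, or adjusted p = 0.44 with an estimated correlation and 0.344 by fry). Their mean over the list differed by -0.35 (standard error 0.21) between groups that overlapped, with WT replicate 3 highest, at 0.51 relative to the mean of all samples. The endothelial markers had a median of 0.31 with 1 of 15 higher over the list alone (camera, adjusted p = 0.0017, or adjusted p = 0.39 with an estimated correlation and 0.174 by fry). Their mean over the list differed by 0.24 (standard error 0.13), and WT replicate 1, at 0.083, lay above *Fancg*-/- replicates 1 and 3, at 0.028 and 0.058. The endothelial members with the smallest p had WT means of 5.53 (*Plvap*), 4.63 (*Tek*), 3.99 (*Tie1*) and 3.83 (*Sox18*). The median signal per sample lay between 4.68 and 4.75, so that most of these members were dim.

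Among germ cell genes, *Nanos2*, which acts in male germ cell differentiation, had a log2 fold change of -1.90 (standard error 0.33, adjusted p = 0.15 from limma), and *Cntfr*, the receptor of ciliary neurotrophic factor, had -1.65 (standard error 0.17, adjusted p = 0.11 from limma). Of 23 meiosis genes, 8 were lower and none was higher over the list alone (camera, adjusted p = 6.6e-08, or adjusted p = 0.078 with an estimated correlation), among them *Sycp2* with -0.97 and *Sycp1* with -0.69, components of the synaptonemal complex, and *Smc1b* with -0.55, a meiotic cohesin. Of 22 genes of male germ cell differentiation, 4 were lower over the list alone (camera, adjusted p = 0.020, or adjusted p = 0.42 with an estimated correlation and 0.182 by fry), including the cell cycle inhibitor *Cdkn1b* with -0.83. This list did not pass without *Fancg*-/- replicate 3 (adjusted p = 0.27), nor with the mean of the somatic marker lists as a covariate (adjusted p = 0.317), nor without *Nanos2* and *Cdkn1b*, which are in Table S2 (adjusted p = 0.21, with 0.0033 to 0.42 over all alternatives). Of 23 pluripotency-associated genes, 6 were higher and none was lower over the list alone (camera, adjusted p = 1.9e-06, or adjusted p = 0.30 with an estimated correlation and 0.054 by fry), such as *Nr0b1* with 0.67 and *Zfp296* with 0.63. Without their 3 members in Tables S1 and S2, which had been read before the lists were written, camera gave an adjusted p of 5.2e-04 for the pluripotency-associated genes and 3.3e-05 for the meiosis genes, or adjusted p = 0.45 and 0.17 with an estimated correlation. The 20 germ cell identity genes had a median of -0.0036 (camera, adjusted p = 0.99) and 1 lower member over the list alone, and the direction of the set turned after a further quantile normalization (adjusted p = 0.88). Its members went both ways, 3 higher and 3 lower at an unadjusted p under 0.05 from limma, such as *Tfap2c* with 0.56 and *Tex11* with -0.69. Folds were ranked among genes with an unadjusted p under 0.05 from limma, a mean above the lowest 25% of genes and groups that did not overlap. Small RNAs and predicted genes aside, the highest of these folds were those of *Gcm1* (1.55), *Fndc1* (1.26) and *Rhox4c* (1.26), followed by *Npnt* (1.19), *Msx2* (1.14) and the syndecan gene *Sdc1* (1.12). Adjusted p from limma ranged from 0.11 to 0.21 in these 6 genes. Others among the lowest were *Ighm* (-1.59), *Elobl* (-1.43), *H2-D1* (-1.37), *Emp2* (-1.30) and *Hesx1* (-1.29).

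No gene was called by limma, while 2956 had an unadjusted p under 0.05, 1486 of them higher and 1470 lower, and 2408 by the methods' test, of which none remained after adjustment. At 1.5-fold and an unadjusted p under 0.05, limma gave 200 higher and 231 lower genes. Without WT replicate 1 these counts were 319 and 388, and 3 genes were called, *Cntfr*, *Hsd3b1* and DQ267100, the last named here after its values were seen. The groups did not overlap in 17.9% of genes, where chance gives 10% on average over the possible splits into 3 and 3. Genes do not vary independently and the share was not computed for other splits, so that the excess was not tested.

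**Figure D1:**
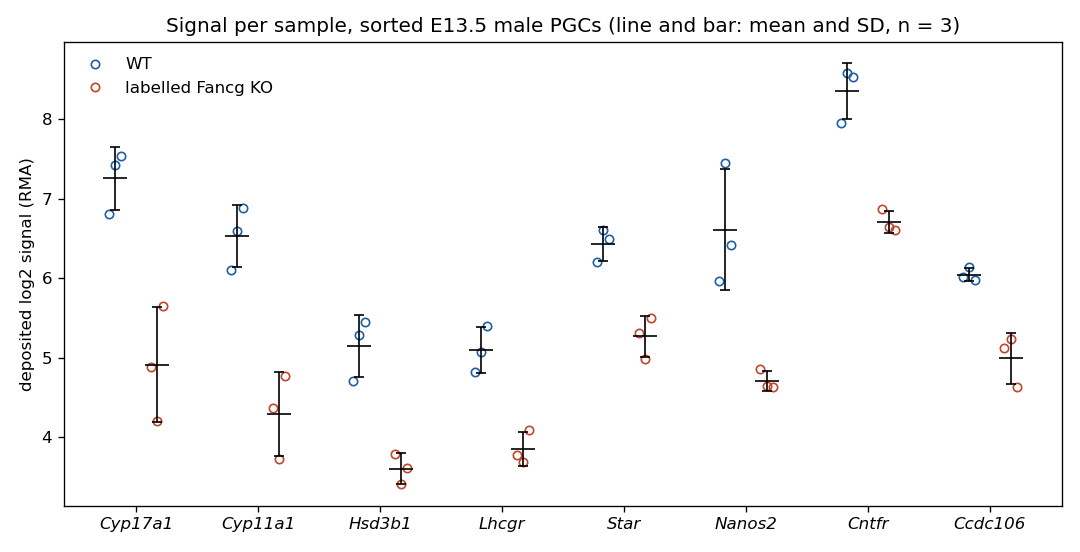
Deposited log2 signal (vertical axis) of 8 genes (horizontal axis) in each WT sample (blue) and each sample labelled *Fancg*-/- (red), with the mean and SD of 3 samples per group. In each of these genes the 3 labelled samples lie below the 3 WT samples.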

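At E13.5 the *Rac1* transcript itself was measured at a log2 value of 10.26 ± 0.04 (SD, n = 3) in WT PGCs and 10.16 ± 0.02 (SD, n = 3) in PGCs labelled *Fancg*-/-, a log2 fold change of -0.10 (standard error 0.08, adjusted p = 0.66 from limma). Each labelled sample lay below each WT sample, and the methods' test gave an unadjusted p of 0.021 (adjusted p = 0.43). The paper saw more *Rac1* mRNA in *Fancg*-/- PGCs at an earlier stage and not in these samples, which these values do not test. Genes that act downstream of RAC1 were higher as a set, with a median of 0.10 (camera, adjusted p = 6.9e-05, or adjusted p = 0.166 with an estimated correlation). Of 34 measured Rac1 effectors and branched actin genes, 28 had a fold above 0, and 4 were higher and none was lower when adjusted over the list alone. None passed over all genes. *Baiap2*, which encodes the RAC1-binding scaffold IRSp53, had a log2 fold change of 0.98 (standard error 0.13, adjusted p = 0.11 from limma). The actin bundling gene *Fscn1* had 0.67 (standard error 0.17), and the kinase genes *Limk1* and *Pak4* each had 0.45 (standard errors 0.10). The list was written after Tables S1 and S2 had been read, and without its 2 members in those tables the adjusted p was 9.1e-04, or adjusted p = 0.17 with an estimated correlation. These values leave the genes of the tables out of the p53 target and Rac1 lists only. With those genes left out of all lists, camera gave an adjusted p of 0.0012, or 0.289 with an estimated correlation.

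The list of RAC1 and its regulators did not shift as a set. Of 38 such genes, none passed over the list alone, 6 were higher and 3 lower at an unadjusted p under 0.05, and the median was 0.03 (camera, adjusted p = 0.60, or adjusted p = 0.64 with an estimated correlation). *Arhgef2*, a guanine nucleotide exchange factor, had a log2 fold change of 0.68 (adjusted p = 0.21 from limma). On which GTPase it acts in these cells was not measured. Of the same family of GTPase-activating proteins, *Srgap2* had 0.67 (adjusted p = 0.20 from limma) and *Srgap3* had -0.36 (adjusted p = 0.23 from limma), so that these members went both ways. The members of the gene set plotted in the paper were not used here.

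**Figure D2:**
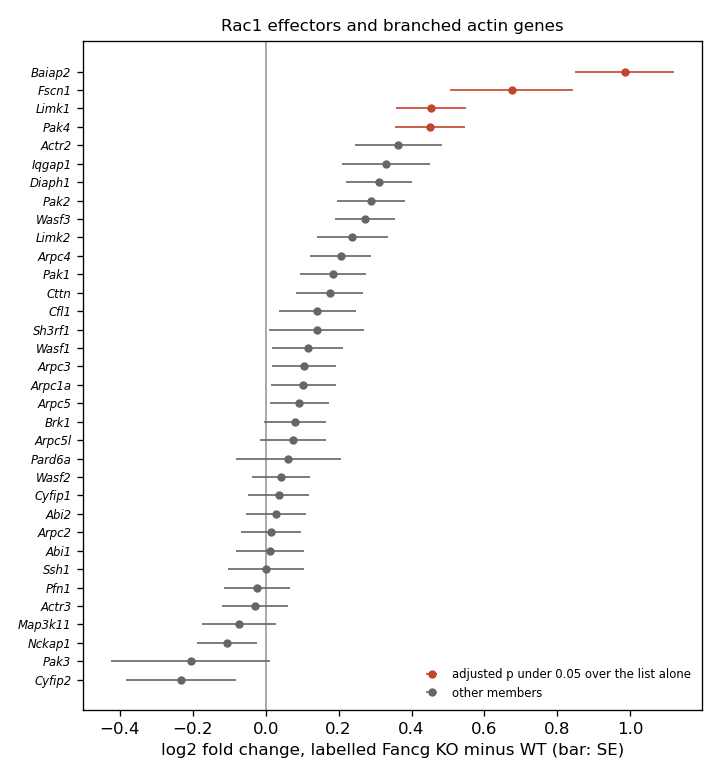
Log2 fold change of each of the 34 Rac1 effector and branched actin genes, labelled *Fancg*-/- minus WT (horizontal axis), with its standard error from 3 samples per group. The 4 genes in red had an adjusted p under 0.05 over the list alone, and *Baiap2* had the highest fold, 0.98.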

By focusing the analysis of these transcriptomic data on RAC1 using GSEA, we found that the *Rac1* gene cluster was enriched in E13.5 *Fancg*^−/−^ PGCs compared with WT (Fig. 7D). To test a potential role of abnormal activity of RAC1 in *Fancg*^−/−^ PGCs on motility, we sorted 300 PGCs from E10.5 *Fancg*^−/−^ and WT embryos by flow cytometry and placed the PGCs on inactivated MEFs in the presence of NSC23766, a widely used chemical inhibitor of Rac1 activity. Interestingly, the Rac1 inhibitor completely abrogated the abnormal increase in migratory competence observed in *Fancg*^−/−^ PGCs (Fig. 7E–G), the cell speed and MSD returned to the levels of control WT PGCs. The Rac1 inhibitor also appeared to decrease the directionality of *Fancg*^−/−^ PGCs, with a decay in the directionality ratio, although the direction autocorrelation parameter did not seem to be affected (Supplementary Material, Fig. S4C and C′). We noted that the Rac1 inhibitor also slightly inhibited the random migration of WT PGCs and inhibited *in vitro* the migratory response of WT PGCs to growth factors (Supplementary Material, Fig. S7). Finally, the role of Rac1 was studied *in vivo* during the PGC migratory period*.* The Rac1 inhibitor or PBS as a control were injected daily into pregnant mice from E8.5 to E10.5, and PGCs were counted in E14.5 male fetal gonads. Rac1 inhibitor partially rescued the PGC attrition observed in E14.5 *Fancg*^−/−^ embryos (Fig. 7H) compared with controls. Altogether, these results indicate that the abnormal migratory characteristics observed in *Fancg*^−/−^ PGCs and the subsequent PGC loss in embryonic gonads can be mitigated by modulating the activity of Rac1 using an inhibitor.

**Figure 7:**
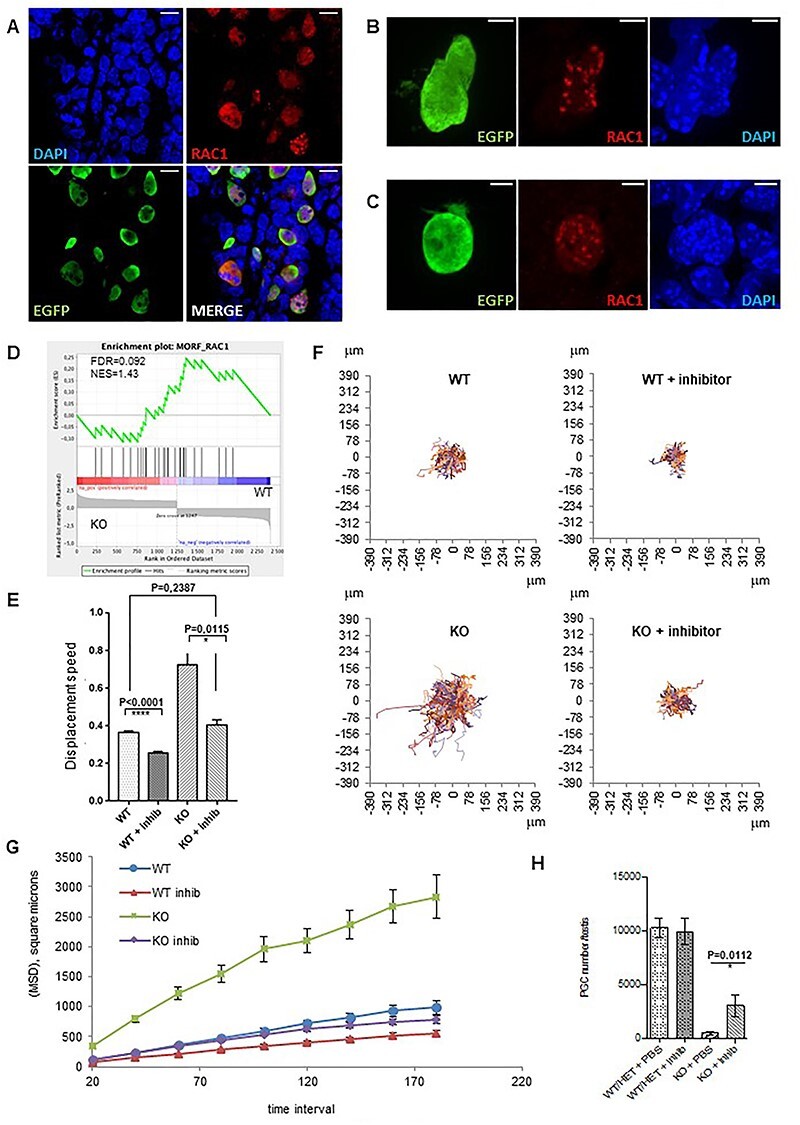
Involvement of Rac1 signaling in abnormal migratory properties and loss of *Fancg*^−/−^ PGCs as shown by recovery of the phenotype in the presence of the Rac1 inhibitor NSC23766. (**A**) Expression of RAC1 in PGCs from E10.5 *OG2:Fancg^+/+^* male embryos. PGCs are labeled with an antibody against EGFP (green), RAC1 (red) and nucleus are stained with DAPI [blue; (scale = 10 μm)]. RAC1 expression in PGCs from E10.5 *OG2:Fancg^+/+^* (**B**) and E10.5 *OG2:Fancg*^−/−^ embryos (**C**) [scale = 5 μm]. (**D**) GSEA showing enrichment plots with gene set enrichment scores (ES) for Rac1. (**E**, **F** and **G**) *In vitro* migration assay of E10.5 PGCs in response to Rac1 inhibitor (acquisition over 7 h, frame every 20 min): average cell speed (E), cell trajectories shown from the same origin (F) and mean square displacement (G) of PGCs from E10.5 *OG2:Fancg*^−/−^ and *OG2:Fancg^+/+^* embryos with or without Rac1 inhibitor [MSD KO vs KO + inhib, *P* < 0.0001; MSD WT vs WT + inhib, *P* < 0.0001]. (**H**) Partial restoration of the loss of PGC in OG2:*Fancg*^−/−^ E14.5 embryos following daily Rac1 inhibitor or PBS administration to pregnant mice from E8.5 to E10.5 (WT/HET + PBS *n* = 12, WT/HET + inhib *n* = 15, KO + PBS *n* = 5, KO + inhib *n* = 4).

## Discussion

The reproductive defect reminiscent of the hypogonadism observed in FA patients is the most consistent phenotype observed in adult FA mouse models. Here, we showed that deletion of the *Fancg* gene*,* a member of the FA core complex, impairs the maintenance of PGCs during fetal life. We observed a defect in the number of PGCs starting at E9.5 in *Fancg*^−/−^ embryos and a strong attrition of PGCs at E11.5, and in male and female E13.5 gonads. The number of PGCs was severely affected when they began to migrate to the gonads at E10.5. A higher rate of PGC apoptosis was observed in E11.5 *Fancg*^−/−^ embryos, which may contribute in part to the critical decrease in the number of PGCs that we observed. The impairment in the development of the germinal lineage at E10.5–11.5 corresponds to the ultimate step of intense migration of PGCs to reach and aggregate in the genital ridges up to E11.5. Our *in vitro* and *in vivo* studies of PGC migration behavior suggested that the random migratory process abnormally activated in *Fancg*^−/−^ PGCs could alter the migration of cells along their normal migratory pathway toward the genital ridges, likely related to an aberrant RAC1 signaling observed in *Fancg*^−/−^ PGCs. Hence, we hypothesized that the progressive attrition of PGCs along the migratory path up to E11.5 could result both from the combination of the proliferation defect and from the perturbed random migration and the subsequent apoptosis in delayed PGCs at E11.5.

PGCs, as other fetal tissue stem cells, must amplify within a short critical window of time during embryonic development. Hence, molecular pathways involved in cell proliferation are critical for fetal stem cell development. The FA pathway is involved in genetic stability during the S and G2/M phases of the cell cycle and particularly contributes to overcoming stalled replication forks during DNA replication (1). The FA pathway also plays a role in mitosis, favoring the resolution of unresolved replication intermediates by the process of anaphase bridge separation (39,40). In FA-deficient embryos, the prevailing model is indeed characterized by an altered response of fetal stem cells to replication stress during the amplification phase and the subsequent proliferation defects, which limits their expansion and results in a diminished pool of fetal stem cells (8,10). A diminished proliferative capacity of *Fancg*^−/−^ PGCs can be intuitively postulated to explain their decreased number in embryos. Proliferative defects during the intense mitotic phase of PGCs at E11.5–E13.5 have been suggested to be implicated in *Fancc*, *Fancl* and *Fancm* germ cell deficits observed in the respective mutant mice. In line with this, we observed in *Fancg*^−/−^ embryos a proliferation deficiency that affected entry into and progression of the S phase of PGCs at E10.5 and E11.5. The recent observation of activation of the p53/p21 axis in human fetal liver samples from FA patients highlights its potential role in the compromised development of fetal hematopoiesis (8). 

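Genes activated by p53 were higher as a set in E13.5 PGCs labelled *Fancg*-/- than in WT PGCs, with a median log2 fold change of 0.33 (camera, adjusted p = 5.4e-12, or adjusted p = 0.101 with an estimated correlation). Of 41 measured p53 target genes, 18 were higher and 1 was lower when adjusted over the list alone, and 22 did not pass. None was called over all genes. *Plk2* had a log2 fold change of 0.92 (standard error 0.12, adjusted p = 0.11 from limma). *Ddit4*, an inhibitor of mTORC1, had 0.84 (standard error 0.12) and *Eda2r*, a receptor of the TNF family, had 0.84 (standard error 0.16). *Cdkn1a*, which encodes the cell cycle inhibitor p21, had a log2 value of 8.61 ± 0.15 (SD, n = 3) in WT samples and 9.22 ± 0.15 (SD, n = 3) in labelled samples, a log2 fold change of 0.61 (standard error 0.12, adjusted p = 0.16 from limma). *Sesn2* had 0.66 (standard error 0.10), whereas its paralog *Sesn1* was lower by this list's adjustment, at -0.34 (standard error 0.09). *Mdm2*, the ubiquitin ligase of p53, had 0.18 and the pro-apoptotic gene *Bax* had 0.04, and neither passed. *Trp53* itself had 0.15 (adjusted p = 0.54 from limma) and *Atm* had -0.26 (adjusted p = 0.32 from limma).

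Tables S1 and S2, made from these samples, had been read before the list was written and name 12 of its members, so that the count is not independent evidence of direction. The other 29 members had a median of 0.17 (camera, adjusted p = 2.4e-04, or adjusted p = 0.14 with an estimated correlation). These values leave the genes of the tables out of the p53 target and Rac1 lists only. With those genes left out of all lists, camera gave an adjusted p of 3.7e-04, or 0.285 with an estimated correlation. Somatic cell markers differed between the same samples, with a median of -0.24 for the Leydig cell list.

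**Figure D3:**
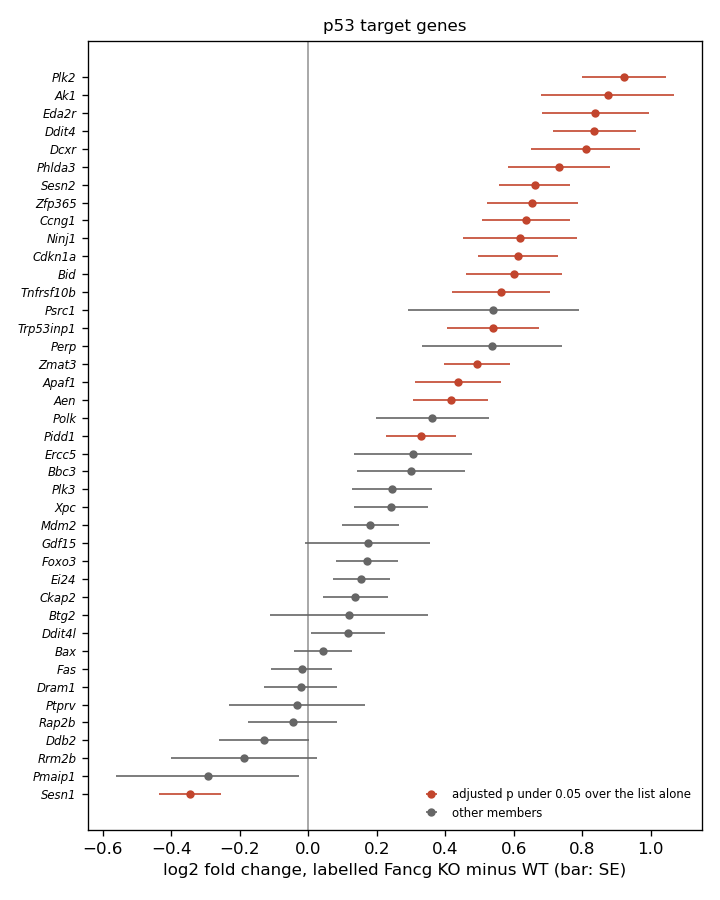
Log2 fold change of each of the 41 p53 target genes, labelled *Fancg*-/- minus WT (horizontal axis), with its standard error from 3 samples per group. Genes in red had an adjusted p under 0.05 over the list alone, 18 of them to the right of 0 and *Sesn1* to the left.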

Notably, we also observed exacerbated p53 signaling in E13.5 *Fancg*^−/−^ PGCs using transcriptome analysis. Gene set enrichment analysis revealed that the p53 pathway seemed exacerbated in *Fancg*^−/−^ PGCs compared with WT PGCs (Supplementary Material, Fig. S6), consistent with the proliferative and cell death defects previously observed. 

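In PGCs labelled *Fancg*-/-, genes of S phase were higher as a set, while those of G2 and mitosis and pro-apoptotic genes did not pass. Of 30 S phase genes, 1 was higher and none was lower when adjusted over the list alone, with a median log2 fold change of 0.07 (camera, adjusted p = 0.013, or adjusted p = 0.60 with an estimated correlation). In their mean over the list the groups overlapped, with WT replicate 1 at 0.017 above *Fancg*-/- replicate 1 at -0.0020. *Ccne1*, the cyclin of S phase entry, had 0.50 (standard error 0.09, adjusted p = 0.15 from limma), and the replication licensing factor *Cdt1* had 0.41 (standard error 0.10, adjusted p = 0.20 from limma). This list did not pass without WT replicate 2 (adjusted p = 0.056), without *Fancg*-/- replicate 2 (adjusted p = 0.092) or without *Fancg*-/- replicate 3 (adjusted p = 0.052), nor with the mean of the somatic marker lists (adjusted p = 0.379) or of the Sertoli cell markers (adjusted p = 0.360) as a covariate, nor by fry (adjusted p = 0.174), with 0.0018 to 0.60 over all alternatives. The 25 genes of G2 and mitosis had a median of 0.06, and none passed over the list alone (camera, adjusted p = 0.27, or adjusted p = 0.64 with an estimated correlation). Of 24 pro-apoptotic genes, none passed over the list alone, 4 were higher and 2 lower at an unadjusted p under 0.05, and the median was 0.04 (camera, adjusted p = 0.60, or adjusted p = 0.64 with an estimated correlation). Its members *Bid* (0.60), *Tnfrsf10b* (0.56) and *Apaf1* (0.44) are also p53 targets, and the TNF receptor gene *Tnfrsf1a* had -0.69. From its gene set enrichment analysis, the paper proposes that the p53 pathway was exacerbated in *Fancg*-/- PGCs, and relates this to the proliferative and cell death defects it had observed. Those defects were measured at earlier stages, by BrdU (Fig. 2B) and TUNEL (Fig. 2F). At E13.5 the paper saw no G2/M block (Fig. 2C) and no change in the share of mitotic PGCs (Fig. 2D). The transcript lists here are another kind of measure and do not test those results.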

Of note, the putative coiled coil domain containing 106 protein (CCDC106) was among the most downregulated proteins in *Fancg*^−/−^ PGCs. 

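*Ccdc106* had a log2 value of 6.04 ± 0.08 (SD, n = 3) in WT PGCs and 4.99 ± 0.32 (SD, n = 3) in PGCs labelled *Fancg*-/-. The log2 fold change was -1.05 (standard error 0.16, adjusted p = 0.14 from limma), a fold of 2.07 lower in the labelled samples, and it did not pass the adjustment over all genes. Each labelled sample lay below each WT sample (exact two-sided permutation test, p = 0.1, the smallest that 3 samples against 3 allow). By fold it ranked 24 among the lowest of the 23837 named genes. The arrays measured the transcript and not the protein. Of 14 p53 regulators, *Ccdc106* and *Cop1*, a ubiquitin ligase of p53, were lower when adjusted over the list alone and none was higher. *Cop1* had a log2 fold change of -0.29 (standard error 0.08, adjusted p = 0.23 from limma), and *Hipk2*, a kinase that activates p53, had -0.34 (standard error 0.10, adjusted p = 0.26 from limma). As a set these regulators did not pass (median -0.05, camera adjusted p = 0.087, or adjusted p = 0.42 with an estimated correlation), and *Ccdc106* had been read in Table S2 before the list was written.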

CCDC106 is a p53-interacting partner and is described as a novel negative regulator of p53 (41). The ATM-p53-p21 DDR pathway was recently reported to be active in regulating proliferation of male *Fancm*^−/−^ PGCs. However, ATM, p21 or p53 invalidation only partially restored germ cell numbers in *Fancm*^−/−^ neonatal mice (20).

We also observed at E13.5 a heterogeneous pattern of fetal testicular cords with an increased proportion of cords depleted of PGCs in *Fancg*^−/−^ embryos. A diminished proliferative activity of male germ cells once they definitely reside in genital ridges at E11.5 should result in a global and more homogeneous decrease in PGCs that affects all the cords. Hence, the observed mosaic pattern of testicular cords populated with PGCs with cords devoid of PGCs observed at E13.5 suggests that the defect in the mutant mice is linked to impairment in the first phase of PGC development (up to E11.5) during which PGCs proliferate and intensively migrate. Cell migration is a key step in embryonic development, inducing developmental defects in the case of aberrant migration behavior. After their initial migration from the posterior primitive streak to the endoderm at E7.5, PGCs bilaterally migrate between E8.5 and E11.5 via the hindgut endoderm and mesentery to reach the genital ridges. Hence, migration of PGCs through embryonic tissue is complex, requiring fine regulation. The migratory fate of cells results from the coordination of directional migration in response, for example, to extracellular chemotactic signals and random migration allowing the cells to explore their local environment. When we analyzed the tracks of PGCs, we observed *in vitro* and *in vivo* aberrant migration, notably an increased capacity of *Fancg*^−/−^ PGCs to explore their local environment compared with WT PGCs. This suggests that the abnormally activated state of the random migratory abilities of *Fancg*^−/−^ PGCs could alter and delay their travel through the migratory path, causing a decrease in the number of PGCs at the front of the migrating wave at E10.5, as we observed. *Fancg*^−/−^ PGCs seem to progress with less efficiency toward the genital ridges. Of note, the fate of PGCs that do not succeed in reaching the ridges at E11.5 is death (33). In line with this, we observed increased cell death in PGCs at E11.5, contributing to attrition of the pool of PGCs.

Cell migration is a complex process requiring the integration of different signaling pathways (42). Rac1 small GTPase is a regulator of the random pattern of migration and cell motility of several cell types including PGCs in zebrafish embryos (42,43). We found that RAC1 was localized to cytoplasm but also to nuclei in murine PGCs. The RAC1 nucleocytoplasmic shuttling was suggested to play a role in cell migration, the nuclear localization of RAC1 promoting potentially the amoeboid mode of motility in cancer cells (44). PGCs are considered to move actively by amoeboid movements (45), and the nuclear localization of RAC1 that we observed could be related to this. In addition, abnormal activity of Rac1 GTPase was reported in FA-deficient head and neck cancer cells and was associated with increased migration and invasive properties (37). High Rac1 activity was reported to switch cells toward a random migration pattern and impairs directional cell migration in fibroblasts (38,46). Interestingly, the increased migratory behavior of *Fancg*^−/−^ PGCs returned to the level of WT PGCs in the presence of the Rac1 inhibitor. Moreover, the treatment of *Fancg*^−/−^ pregnant mice with Rac1 inhibitor during the migratory stages of PGCs (E8.5–E10.5) partially recovered the dramatic loss of PGCs observed in KO mice at E14.5. Although the mechanisms involved in the connection between RAC1 activity and the FA pathway need further investigation, our results suggest that aberrant migratory behavior linked to abnormal Rac1 activity could contribute to the PGC attrition in E11.5 embryos. Migration is also a key process in the development of fetal hematopoiesis, and aberrant migration behavior could contribute to the fetal HSC defects observed in FA. Deciphering the mechanisms responsible for the developmental defects of the germinal lineage in mice models, especially during fetal development, could benefit our understanding of the pathology seen in FA patients.

## Materials and Methods

### Mice and genotyping

*OG2.Fancg* mice were established by crossing *Fancg^+/−^* mice (31) with *OG2* mice (32). Embryos were produced by heterozygous mating. Males and females were paired overnight and females with a vaginal plug were segregated in the morning (0.5 days post-coïtum). Embryos were genotyped to determine their sex and their *Fancg* status using the following primers: *Fancg* phenotype (wild-type allele, 5′-GGCGACAATGTCCAGCCAGGTCATTCCAGC-3′, 5′-CTTGTAGAGTGAGGAGGAG TTCCCTAAGCC-3′; *Pgk-hygromycin* allele, 5′-GCATCATCGAAATTGCCGTCAACCAA GCTC-3′, 5′-TCGTGCACGCGGATTTCGGCTCCAACAATG-3′), *Sry* (5′-GAGAGCATG GAGGGCCAT-3′, 5′-CCACTCCTCTGTGACACT-3′). Pregnant mice were injected intraperitoneally with 50 mg/kg BrdU and embryos were harvested 2 h after injection. NSC23766 Rac1 inhibitor (3 mg/day/kg) or PBS were intraperitoneally injected into pregnant mice at stages E8.5, E9.5 and E10.5. All animal studies were conducted in accordance with the *Guidelines for the care and use of laboratory animals* of the French Ministry of Agriculture.

### Histology and immunofluorescence

Embryos (E9.5 up to E11.5) and gonads (E13.5) were fixed in 10% neutral-buffered formalin overnight at 4°C, dehydrated, embedded in paraffin wax and cut into 5 μm thick sections. Sections were mounted on slides, dewaxed and rehydrated. For histological analysis, sections were stained with hematoxylin and eosin. For RAC1 expression, embryos (E10.5) were fixed overnight by immersion in 10% neutral-buffered formalin, washed in phosphate-buffered saline (PBS) and then transferred to 20% sucrose overnight. Sections (14 μm) of OCT embedded frozen embryos were cut on a cryostat (Leica, Nanterre, France).

For immunofluorescence, rehydrated tissue or frozen sections were submitted to antigen retrieval by boiling for 20 min in citrate buffer (pH 6). After cooling, sections were permeabilized by incubating the slides in PBS1X-Triton 0.2% for 10 min and then blocked for 30 min in PBS with 5% bovine serum albumin (BSA). Slides were rinsed in PBS1X before incubation overnight at 4°C (1 h RT for frozen sections) with the appropriate primary antibody diluted in PBS1X-BSA0.5% blocking buffer. After rinsing several times, slides were incubated for 1 h with the appropriate secondary antibody and 4,6-diamidino-2-phenylindole (DAPI, 0.4 mg/ml) for DNA staining. Finally, slides were mounted with coverslips in fluorescence mounting medium (S302380, Dako or ProLong Gold, P10144, Life Technologies for Rac1 analysis). To count PGCs, anti-GFP goat polyclonal antibody (1/200e, Abcam, Paris, France, ab6673) and donkey anti-goat Alexa 488 antibody (1/200e, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France, A11055) were used for secondary staining. To count the number of tubules and to assess the distribution of PGCs in tubules, anti-AMH goat polyclonal antibody (1/200e, Santa Cruz Biotechnology, Heidelberg, Germany, sc-6886) and anti-VASA rabbit polyclonal antibody (1/400e, Abcam, Paris, France, ab13840) followed by donkey anti-goat Alexa 594 antibody (1/200e, Abcam, Paris, France, ab150132) and donkey anti-rabbit Alexa 488 antibody (1/400e, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France, A21206) for secondary staining were used. To assess mitosis in PGCs, we incubated the sections with anti-Phosphohistone 3 monoclonal mouse antibody (1/300e, Cell Signaling, Ozyme, Saint-Cyr-L'Ecole, France, 9706) and anti-VASA rabbit polyclonal antibody (1/400e, Abcam, Paris, France, ab13840). Sections were then incubated with donkey anti-mouse Alexa 680 secondary antibody (1/300e, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France, A10038) and donkey anti-rabbit Alexa 488 secondary antibody (1/400e, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France, A21206). For RAC1 expression, anti-RAC1 rabbit polyclonal antibody (1/100e, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France, PA1-091X) and anti-GFP goat polyclonal antibody (1/200e, Abcam, Paris, France, ab6673) followed by donkey anti-rabbit Alexa 647 antibody (1/200e, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France, A31573) and donkey anti-goat Alexa 594 antibody (1/200e, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France, A11058) for secondary staining were used. TUNEL staining was performed using an ApopTag© Fluorescence *In Situ* Apoptosis Detection Kit (S7110—Millipore, Merck, Fontenay sous Bois, France) according to the manufacturer’s recommendations. Imaging was performed using various fluorescence microscopes: an Olympus AX70 epifluorescence microscope equipped with a CoolSNAP Myo camera Photometrics and Micro-Manager software (version 1.4.16, open source microscopy), a Spinning Disk Confocal CSU-W1 microscope (Yokogawa—GATACA Systems, Massy, France) equipped with Prime 95B camera Photometrics and MetaMorph software (version 7.10.3.279) or also a Nikon A1 laser fluorescence confocal microscope with NIS Elements software (version 4.51, Nikon, Amsterdam Netherlands).

### Flow cytometry and cell sorting

Single cell suspensions were obtained from E13.5 gonads and E11.5, E10.5 or E9.5 embryos after incubation of tissue in a buffer containing PBS1X without Ca^2+^ and Mg^2+^, collagenase (final concentration of 1 mg/ml) and DNase I (final concentration of 0.02 mg/ml) for 5 min at 37°C and dissociation by pipetting 10 times. This step was repeated if needed and cell suspension was filtered at 20 μm and centrifuged for 5 min at 200 g. Cells were then resuspended in PBS1X-BSA0.5% for analysis. To quantify the pool of PGCs, the frequency of the PGC per embryo or testis is reported according to the age of the embryo. In two experiments, BD Trucount™ Tubes method (BD 340334) was used to assess the number of PGCs by flow cytometry (analysis of E9.5 embryos and analysis of E14.5 embryos when NSC23766 Rac1 inhibitor was injected into pregnant mice). BrdU labeling was performed using a APC BrdU Flow Kit (BD Pharmingen, Becton Dickinson, Le Pont de Claix, France) and 7-AAD (7-Aminoactinomycin D) DNA stain according to the manufacturer’s protocol. Single cell suspensions were analyzed using a FACSCalibur™ or LSRII flow cytometer system (BD Biosciences, Becton Dickinson, Le Pont de Claix, France). Data were analyzed with DIVA or FlowJo software. Cell sorting was performed using a FACSAria cytometer (BD Biosciences, Becton Dickinson, Le Pont de Claix, France).

### Transcriptomes

PGCs from E13.5 male embryos were sorted by flow cytometry and used for Affymetrix microarray analysis. Three individual samples of 10 000 PGCs (pooled from at least five embryos for each sample) were processed for WT and KO genotypes. PGCs were directly sorted by flow cytometry in lysis buffer from the RNeasy micro kit (Qiagen, Cortaboeuf, France). The quantity and quality of RNA were analyzed using a 21 000 Bioanalyzer (Agilent Technologies, Les Ulis, France). Only samples with an RNA integrity number (RIN) equal to or above 7 were used for the transcriptomic analysis. RNA samples were then analyzed using an Affymetrix GeneChip™ Mouse gene 2.0 ST Array (Thermofisher Scientific, Villebon sur Yvette, France). Our data were then studied with GSEA and Ingenuity Pathway Analysis software. For *quantitative RT-PCR,* mRNA was prepared using RNeasy® Micro and Mini kits (Qiagen, Cortaboeuf, France). The mRNA was then reverse-transcribed with a Quantitect kit (Qiagen, Cortaboeuf, France). Quantitative RT-PCR was performed using an AB7900 device (Applied Biosystems, Thermofisher Scientific, Villebon sur Yvette, France) with Fast SYBR® Green Master Mix (Applied Biosystems, Thermofisher Scientific, Villebon sur Yvette, France). The primers are listed in Supplementary Material, Table S3.

### Migration assays

Time lapse analysis was performed using a Nikon A1 confocal microscope equipped with a static chamber for cell culture (CO_2_ 5%, O_2_ 18%). After flow sorting, PGCs were placed at 37°C in a static chamber on inactivated MEFs in 96-well plates containing Stemspan™ based medium with 1% ES-cult® fetal bovine serum (Stem Cell Technologies, Saint Egrève, France), 1% antibiotics (Life Technologies, Courtaboeuf, France) and 2% B27 supplement 50X (Life Technologies, Courtaboeuf, France). ckit-ligand at 100 ng/ml (Stem Cell Technologies, Saint Egrève, France), LIF at 1000 u/ml (Merck—Millipore, Merck, Fontenay sous Bois, France), BMP4 at 50 ng/ml (R&D) and SDF-1 at 50 ng/ml (R&D) were added. Rac1 inhibitor, NSC 23766 (Sigma), was used at 50 ng/ml. Cells were recorded 7–12 h every 15 min to study the effect of migration factors and every 20 min to study the effect of the Rac1 inhibitor. For *in vivo* analysis, live E9.5 embryos were maintained in DMEM F12 medium without serum in cell culture inserts (Millicell 0.4 μm) and imaged for 8–12 h every 15 min. We tracked the cells using ImageJ and the MTrackJ add-on (47) and our data were analyzed using the macros developed by Gorelik and Gautreau (34).

### Whole-mount immunostaining, tissue clearing, 3D imaging and analysis

E9.5 and E10.5 embryos were first incubated at room temperature (RT) on a rotating shaker in a solution (PBSGT) of PBS1X containing 0.2% gelatin (Prolabo), 0.5% Triton X-100 (Sigma-Aldrich, L'Isle-d'Abeau Chesnes, France) and 0.1 g thimerosal for 24 h (48). Samples were next transferred to PBSGT containing 0.1% saponin and the primary antibody (1/200e, anti-GFP goat polyclonal antibody, ab6673, Abcam, Paris, France) and rotated at 70 rpm for 1 week at 37°C. This was followed by six washes for 30 min in PBSGT at RT. Next, samples were incubated in secondary antibody (1/200e, donkey anti-goat Alexa 488, A11055, Invitrogen, Thermofisher Scientific, Villebon sur Yvette, France) and TO-PRO3 (1/200e, T3605, Life Technologies, Courtaboeuf, France) diluted in PBSGT overnight at 37°C. After six washes for 30 min in PBSGT at RT, samples were stored at 4°C in PBS until clearing. For clearing, the 3DISCO procedure was used (49). Imaging of transparized embryos was realized using an ultramicroscope (LaVision BioTec, Bielefeld, Germany) and a Nikon A1 confocal microscope. Images and 3D volumes were generated using Imaris x64 software (version 8.2.1, Bitplane AG, Zurich, Switzerland). Stack images were first converted to Imaris files (.ims) using ImarisFileConverter. The embryo was defined as an ROI to mask all background fluorescence outside the embryo. Thus, artifact and non-specific fluorescence surrounding the embryo was segmented and removed. Voxels contained within the created surface (remaining mask) were used for the spot detection function.

### Statistics

All values are means ± SEM. Statistical analysis was performed by Student’s *t* test (GraphPad Prism software). As previously reported (50,51), a two-way analysis of variance with time and condition was used to compare MSD data.

## Accession Number

The GEO accession number for the transcriptomic data reported in this paper is: GSE107504.

## Supplementary Material

Supplementary_data_ddab222

Table_S1_ddab222

Table_S2_ddab222

Table_S3_ddab222

How the deposited data were processed for this re-analysis (not part of the article)

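Gene expression was measured in sorted E13.5 male PGCs, in 3 WT samples and 3 samples labelled *Fancg*-/-, on Affymetrix Mouse Gene 2.0 ST arrays of 1 colour. The deposited values are log2 signals that the authors made by RMA, with Partek named in the submitters' processing notes. Versions and the genome build are not given in the sources used here. The replicates are separate pools of embryos by the paper's methods.

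The scale was checked against Tables S1 and S2. The difference of group means, taken as a power of base 2, matched the listed fold within 0.1% for all 130 and 151 genes, and the p-values matched those of an equal-variance test per gene within 1%. Of 24479 rows, 23712 were named through a RefSeq table of assembly GRCm38.p6 and 23281 are in the platform annotation. Together 23837 rows had a name, and 642 had none and were not tested. No coordinates were used. Each row is 1 gene, apart from 2 symbols that occur on a further row.

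Differences between groups were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over all named genes. The 25 gene lists, the samples, the tests and the alternatives were fixed before the data were examined, except that Tables S1 and S2 had been read. The lists were tested with camera at a preset correlation of 0.01 and adjusted over the lists, and so were 766 mouse Reactome sets of 15 to 500 measured genes from the R package fgsea 1.28.0. Genes named in the text are those the paper names and those of Table S3, the 10 highest and 10 lowest folds, and up to 4 members of each list with the smallest p. For the folds, an unadjusted p under 0.05, a mean above the lowest 25% of genes and groups that did not overlap were required, and predicted genes, microRNAs and small nuclear or nucleolar RNAs were left out. A few further members of lists were named after their values were seen, among them *Sesn1*, *Mdm2* and *Bax*. *Gapdh* of Table S3 was not found among the named rows.

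The procedure was tested on simulated data with 200 of 23837 genes changed, 20 times for each way of drawing the variance of a gene. With variances drawn from the prior that limma fitted, 26.9% of genes changed by 1.5-fold, 84.0% of those changed by 2-fold and 98.1% of those changed by 4-fold were called. With the variance of each gene itself the shares were 37.2%, 74.2% and 97.0%, and with limma's moderated variances 50.7%, 96.0% and 99.8%. The simulation was first written with the variance of each gene and the other ways were added afterwards. Genes in the simulation vary independently, which the real genes do not, so that these shares do not give the power of the real comparison. There *Cyp17a1*, with a log2 difference of -2.34, was not called. A list of 41 genes raised by 0.35 was called by camera in 20 of 20 simulations in each way, and an unshifted list in 0. That size and shift are near those of the p53 targets (41 genes, mean 0.34), and the simulated members were not correlated, so that this does not test camera on the real lists.

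Alternatives were the methods' test, an intensity trend with a robust prior, array weights, a further quantile normalization, equal array medians, filters on dim genes, the replicate number as a block, the mean of somatic marker lists as a covariate, other set tests and leaving out each sample. The mean of Sertoli cell markers as a covariate, and leaving out the genes of Tables S1 and S2 from lists other than the p53 targets and Rac1 lists, were added after the data were seen. A mean over several probe sets of a gene and a linear scale did not apply and were not run. Some results are not reported here.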

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

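The tests were fixed before the data were examined, but the lists were written after Tables S1 and S2 had been read, and leaving out the genes of these tables was chosen after the data were seen. Each value is a signal in genes that the paper's text does not discuss, higher in samples labelled *Fancg*-/- than in WT samples. None of these lists or sets passed with an estimated correlation. The endothelial markers had a median log2 fold change of 0.31, the ERK feedback genes 0.19, the pluripotency-associated genes 0.17 and the S phase genes 0.0712. The ERK feedback list (camera, adjusted p = 2.5e-04, or adjusted p = 0.10 with an estimated correlation) had 4 of 16 members higher over the list alone, among them *Spry4* with 0.71 and *Etv4* with 0.61, which are induced by ERK signaling. Both are in Table S1, and without the 3 members in Tables S1 and S2 this list did not pass (median 0.12, adjusted p = 0.056, with 9.5e-05 to 0.10 over all alternatives). The pluripotency-associated genes passed without theirs (median 0.15, adjusted p = 5.2e-04, with 5.0e-07 to 0.30 over all alternatives), and the endothelial and S phase lists have none. Among Reactome sets, the median was 0.20 for the metabolism of polyamines (camera, adjusted p = 0.028, or adjusted p = 0.84 with an estimated correlation). It was 0.118 for mitochondrial translation termination, 0.118 for its initiation, 0.117 for its elongation and 0.112 for mitochondrial translation as a whole, sets that share most of their genes (camera, adjusted p between 0.0034 and 0.0043, or adjusted p = 0.90 with an estimated correlation). Of the 88 genes of mitochondrial translation, 7 were higher and 1 was lower at an unadjusted p under 0.05 from limma. Over all 23837 named genes 1486 were higher and 1470 lower at this limit. These counts were not tested against each other.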

How the results depend on the processing

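The Sertoli marker mean as a covariate, and leaving the genes of Tables S1 and S2 out of the lists other than those of p53 targets and Rac1, were chosen after the data were seen. The count of genes called by limma was 0 with all samples and in each alternative that kept all samples. Leaving out 1 sample gave 0 to 3, the 3 without WT replicate 1. At 1.5-fold and an unadjusted p under 0.05, leaving out 1 sample gave 178 to 319 higher and 197 to 388 lower genes, and the methods' test gave 129 and 138. Arrays give no counts, and without the lowest 50% of genes by mean signal 164 were higher and 180 lower. With an estimated correlation camera gave adjusted p = 0.101 for the p53 targets and 0.166 for the Rac1 effectors, which passed in each other alternative run. It called 0 of the other lists and 0 Reactome sets, in place of 9 and 8, and fry called 3 other lists. Leaving out 1 sample gave 3 to 9 Reactome sets, the 3 without WT replicate 3. The cause was not tested for any of these.

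Values from here on are adjusted p. The estimated correlation ended the calls of the pluripotency-associated genes (0.302), male germ cell differentiation (0.418), meiosis (0.0777), the Leydig (0.101), Sertoli (0.443), stromal (0.302) and endothelial markers (0.390), the S phase genes (0.598) and ERK feedback (0.101). Fry ended those of the pluripotency-associated genes (0.0539), male germ cell differentiation (0.182), the Sertoli (0.344), stromal (0.139) and endothelial markers (0.174) and the S phase genes (0.174). The somatic covariate ended those of male germ cell differentiation (0.317) and the S phase genes (0.379), and the Sertoli covariate those of the S phase genes (0.360) and the endothelial markers (0.444). Without the genes of Tables S1 and S2, 6 of the other lists were called, and male germ cell differentiation (0.210), the Leydig markers (0.119) and ERK feedback (0.0556) did not pass. The p53 regulators passed in preranked GSEA over all genes (0.0180) and the Y-linked genes with *Xist* with the somatic covariate (0.0417). On leaving out 1 sample the p53 regulators ranged from 0.0411 to 0.279, male germ cell differentiation from 0.0033 to 0.267, the S phase genes from 0.0018 to 0.0915 and the Y-linked genes from 0.0283 to 0.684. The cause was not tested.

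Directions changed in results that had not passed, apart from the Sertoli markers, and the cause was not tested. On leaving out 1 sample 9 directions turned, the fold of *Mapk6* among them and none of the p53 target or Rac1 lists. The ranges of adjusted p given below for leaving out 1 sample do not show direction. RAC1 and its regulators turned to lower with the somatic covariate (0.965). The Fanconi list turned to higher after quantile normalization (0.883), the filter on the lowest 25% (0.935), fry (0.983) and both preranked tests (0.945 and 0.941), and ranged from 0.692 to 0.983 on leaving out 1 sample. Germ cell identity turned in the same normalization (0.883) and filter (0.935), the replicate block (0.9997), the somatic covariate (0.926) and preranked GSEA over all genes (0.558), with a range of 0.762 to 0.955. The somatic covariate also turned the erythroid list (0.0564, range 0.0374 to 0.859) and G2 and mitosis (0.965). The Sertoli covariate turned the Sertoli list, which it removes by construction (0.683), and the macrophage list (0.777). Migration receptors turned in preranked GSEA on genes with p under 0.05 (0.546). Reference genes ranged from 0.689 to 0.923 on leaving out 1 sample, and *Mapk6* from a log2 fold change of -0.10 to 0.029.

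The replicate numbers do not pair the samples. Deviations from the group means correlated at -0.14, -0.11 and 0.03 between samples of the same number. With the replicate block 0 genes were called and 2480 had an unadjusted p under 0.05, and 194 were higher and 234 lower at 1.5-fold. With the block 11 lists were called, as without it.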

Differences from the paper's values

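Table S1 of the paper lists 130 genes as higher, and limma at 1.5-fold and an unadjusted p under 0.05 gave 200. Table S2 lists 151 genes as lower, and limma gave 231. The paper's text states no thresholds for these tables. The smallest fold in them is 1.5 and the largest p is 0.051. Of the alternatives set before the data were examined, the methods' test brought both counts within 1.5 times the paper's, with 129 and 138 named genes, and with 129 and 149 over all rows, unnamed ones included. The count of higher genes was also within that range with the filters on dim genes (193 and 164), with the replicate number as a block (194), and without WT replicate 2 (178), *Fancg*-/- replicate 2 (193) or *Fancg*-/- replicate 3 (194). The count of lower genes was within it after quantile normalization (224), with equal array medians (197), with the filters (221 and 180), and without WT replicate 2 (206), WT replicate 3 (197) or *Fancg*-/- replicate 2 (210). The other alternatives set before the data were examined differed by more than 1.5 times. The folds of individual genes matched those of the tables.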

Other observations

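The tests on other somatic cells, on the remaining Leydig markers, on stress genes, on the germ cell share, on male differentiation and on splits without the genes of Tables S1 and S2 were chosen after the values were seen, and the tests of a trend with signal and gene span were written before their results. Standard errors of these tests are the larger of that over genes and that between samples. Lists not described elsewhere gave no call. The NRF2 oxidative stress genes had a median log2 fold change of 0.08 (camera, adjusted p = 0.11, or adjusted p = 0.36 with an estimated correlation), with *Txnrd1*, thioredoxin reductase, at 0.73 (standard error 0.12, adjusted p = 0.15 from limma). The interferon-stimulated genes had -0.08 (camera, adjusted p = 0.18, or adjusted p = 0.39 with an estimated correlation), with *Ddx58* at -0.48. The receptors and adhesion genes of PGC migration had 0.04 (camera, adjusted p = 0.49), with *Epha2* at 0.88, and 2 members higher and 1 lower over the list alone. Macrophage and leukocyte markers had 0.07 (camera, adjusted p = 0.60), coelomic and mesonephric epithelium markers 0.05 (camera, adjusted p = 0.60), erythroid markers 0.02 with a mean of -0.12 and a lower direction by camera (adjusted p = 0.60), reference genes -0.03 (camera, adjusted p = 0.84), Y-linked genes with *Xist* -0.11 (camera, adjusted p = 0.18), and the Fanconi anemia genes -0.01 with a mean of 0.02 and a lower direction by camera (adjusted p = 0.99), which turned after a further quantile normalization (adjusted p = 0.88, with 0.69 to 0.99 over all alternatives). The 3 lower Reactome sets were meiosis and a pair of sets of meiotic synapsis with equal values (camera, adjusted p = 0.0034, or adjusted p = 0.84 with an estimated correlation).

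Of 17 fetal Leydig cell markers, 6 were lower in samples labelled *Fancg*-/- over the list alone (camera, adjusted p = 1.3e-06, or adjusted p = 0.101 with an estimated correlation), *Cyp17a1* at a log2 value of 7.25 in WT and 4.91 in labelled samples, and the gate on EGFP should remove such cells. Less RNA of all somatic types cannot be told apart, since without the genes of Tables S1 and S2 the Leydig score minus the mean score of the 6 other somatic lists differed by -0.070 (standard error 0.079), while these lists went both ways. A trend of fold with signal and gene span was small (SD of 0.021 over genes), and the mean of the whole Leydig list was -0.60 before and -0.61 after its removal (standard error 0.20). Whether fewer Leydig cells were carried into the sort cannot be told apart from lower expression, since the 12 members outside the 5 genes of Table S3 had a mean of -0.14 (standard error 0.07), within 2 standard errors of 0. A difference of genotype in the Leydig cells stays open as untested. In tissue sections at E13.5 Sertoli cells were identified by AMH and Leydig cells by 3βHSD. The paper saw no gross difference between genotypes in where these cells lay (Fig. 3A and Supplementary Material, Fig. S3). It also found fewer PGCs in *Fancg*-/- fetal testes at this stage (Fig. 1C), so that the input of the sort may have differed together with genotype, which was not tested.

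Of 41 p53 target genes, 18 were higher and 1 was lower over the list alone (camera, adjusted p = 5.4e-12, or adjusted p = 0.101 with an estimated correlation). Stress of dissociation and sorting would raise immediate-early and heat shock genes, but whether it differed between the groups cannot be told apart here, since 13 such genes had a mean of -0.21 with a standard error of 0.29 between samples. After removal of the trend with signal and gene span, the mean of the p53 list was 0.34, as before (standard error 0.05). With the somatic marker mean as a covariate camera gave an adjusted p of 1.6e-06, and 5.4e-13 to 0.10 over all alternatives. That mean averages lists that went both ways. The erythroid list had the largest scores in it, 0.93 in *Fancg*-/- replicate 1 and -1.03 in *Fancg*-/- replicate 3. It therefore does not follow the Leydig cell difference, and does not decide whether somatic RNA accounts for the p53 shift. The genotype stays open as untested.

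Of 23 meiosis genes, 8 were lower over the list alone (camera, adjusted p = 6.6e-08, or adjusted p = 0.078 with an estimated correlation). A different share of germ cells would move the germ cell lists alike, but without the genes of Tables S1 and S2 the meiosis score minus the germ cell identity score differed by -0.22 (standard error 0.09). The germ cell identity list is a mixed reference, with 3 members higher and 3 lower at an unadjusted p under 0.05 from limma, so that this difference does not settle the share. After removal of the trend with signal and gene span, the mean was -0.29 (standard error 0.06). A candidate explanation is that the labelled germ cells were at an earlier point of male differentiation. Its test does not decide: without *Nanos2* and *Cdkn1b* of Table S2 the score of male germ cell differentiation differed by -0.081 (standard error 0.068), the call of the whole list was also lost without *Fancg*-/- replicate 3 (adjusted p = 0.27), with the somatic covariate (0.317), by fry (0.182) and with an estimated correlation (0.418), and the exact stage of each embryo is not given in the sources used here.

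The 6 samples allow 10 splits into 3 and 3, too few for a share under 0.05. The split by genotype called 0 genes, and the highest other split called 1, so that all 10 reached the count of 0. Of genes past 1.5-fold and an unadjusted p under 0.05, the split by genotype gave 431 and the highest other split 257, which set WT replicate 1 with *Fancg*-/- replicates 2 and 3. The p53 and Rac1 lists were written after Tables S1 and S2, made by this same grouping, had been read, which favours the split by genotype. The size of the mean log2 fold change was 0.34 for all p53 targets, with 0.21 as the highest other, and 0.18 for the 29 members outside these tables, with 0.12 as the highest other. For the Rac1 effectors it was 0.16, with 0.088 as the highest other, and 0.11 for the 32 members outside these tables, with 0.062 as the highest other. For the count past 1.5-fold and these means 1 split, that by genotype, reached the value.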
